# EZH2 variants differentially regulate polycomb repressive complex 2 in histone methylation and cell differentiation

**DOI:** 10.1186/s13072-018-0242-9

**Published:** 2018-12-06

**Authors:** Weipeng Mu, Joshua Starmer, Della Yee, Terry Magnuson

**Keywords:** Polycomb-group proteins, EZH2, Spermatogenesis, Alternative splicing, Histone methylation, Cell differentiation

## Abstract

**Background:**

Polycomb repressive complex 2 (PRC2) is responsible for establishing and maintaining histone H3K27 methylation during cell differentiation and proliferation. H3K27 can be mono-, di-, or trimethylated, resulting in differential gene regulation. However, it remains unknown how PRC2 specifies the degree and biological effects of H3K27 methylation within a given cellular context. One way to determine PRC2 specificity may be through alternative splicing of *Ezh2*, PRC2’s catalytic subunit, during cell differentiation and tissue maturation.

**Results:**

We fully characterized the alternative splicing of *Ezh2* in somatic cells and male germ cells and found that *Ezh*’s exon 14 was differentially regulated during mitosis and meiosis. The *Ezh2* isoform containing exon 14 (ex14-*Ezh2*) is upregulated during cell cycle progression, consistent with a role in maintaining H3K27 methylation during chromatin replication. In contrast, the isoform lacking exon 14 (ex14D-*Ezh2*) was almost exclusively present in spermatocytes when new H3K27me2 is established during meiotic differentiation. Moreover, *Ezh2*’s transcript is normally controlled by E2F transcription activators, but in spermatocytes, *Ezh2*’s transcription is controlled by the meiotic regulator MYBL1. Compared to ex14-EZH2, ex14D-EZH2 has a diminished efficiency for catalyzing H3K27me3 and promotes embryonic stem cell differentiation.

**Conclusions:**

*Ezh2*’s expression is regulated at transcriptional and post-transcriptional levels in a cellular context-dependent manner. EZH2 variants determine functional specificity of PRC2 in histone methylation during cell proliferation and differentiation.

**Electronic supplementary material:**

The online version of this article (10.1186/s13072-018-0242-9) contains supplementary material, which is available to authorized users.

## Background

Polycomb repressive complex 2 (PRC2) catalyzes mono-, di-, and trimethylation of histone H3 lysine 27 (H3K27) and functions as a key epigenetic regulator for normal development and diseases. The three forms of H3K27 methylation are mutually exclusive and form spatially defined genomic domains. Monomethylated H3K27 (H3K27me1) is enriched in the gene bodies of active genes, indicative of its involvement in gene activation [1–4]. In contrast, dimethylated H3K27 (H3K27me2) primarily resides within large intergenic and intragenic chromatin domains (50–70% of H3 tails) [5, 6], possibly exerting a protective role by preventing non-cell-type-specific enhancer use [3]. Lastly, trimethylated H3K27 (H3K27me3) is widely present in the promoter regions of silenced genes and thought to provide PRC2 with a role in transcriptional repression [7, 8]. PRC2 catalyzes H3K27me1 and H3K27me2 relatively efficiently compared to H3K27me3 [9]. During cell cycle progression, H3K27me1 and me2 are rapidly incorporated into chromatin after DNA synthesis, but the restoration of normal H3K27me3 levels is delayed [10–12]. In light of PRC2’s versatility in histone methylation and gene regulation, it is important to understand how this complex is spatiotemporally orchestrated to load the appropriate methyl groups onto targeted genomic loci during cell proliferation and differentiation.

The PRC2 complex is composed of core subunits (EED, EZH1/2, SUZ12, and RBBP4/7) required for enzymatic activity, and accessory subunits (PCLs, JARID2, AEBP2) that regulate the recruitment and activity of PRC2 [7]. Recent studies suggest that accessory PRC2 components regulate DNA binding, methyltransferase activity and the spread of methylation marks on the genome. The selective incorporation of accessory subunits leads to the formation of PRC2 subcomplexes, PRC2.1, characterized by the incorporation of AEBP2 and JARID2, and PRC2.2, characterized by mutually exclusive binding of one of the three polycomb-like homologs (PCLs) PHF1, PHF19, and MTF2 [13]. However, these PRC2 variants only exhibit subtle differences in histone methylation and do not explain the locus-specific H3K27 methylation across the whole genome. In contrast, with the exception of EED, little is known about the roles that the core subunits may play in determining PRC2’s flexibility in histone methylation. EED undergoes alternative translation to yield four protein products; however, this diversity does not control the number of methyl groups added to H3K27 since each isoform is sufficient to generate all three H3K27 methylation marks [14].

PRC2 plays two major roles in histone methylation: it can maintain existing H3K27 methylation marks so that they are propagated to daughter cells and it can establish new H3K27 methylation sites. During cell proliferation, the E2F family of cell cycle transcription factors enhances the expression of *Ezh2,* which duplicates H3K27 methylation during cell proliferation [15]. During cell differentiation, PRC2 establishes new H3K27 methylation sites, especially in male germ cells. These new H3K27 methylation marks are introduced into the genome to determine the cell-type-specific transcriptome [16]. In this case, PRC2’s recruitment to specific loci for methylation appears to be a more complicated process, potentially involving noncoding RNAs, sequence-specific transcription factors, and/or PRC2-interacting proteins with affinity for CpG-rich DNA elements [17]. Our previous results demonstrate that EED, EZH2, and SUZ12 are dramatically upregulated in pachytene spermatocytes [16], suggesting the germ cell-specific PRC2 complex has a role in establishing H3K27 methylation during meiotic progression. Therefore, it is crucial to understand how PRC2 can distinguish these two different types of histone methylation coupled with cell proliferation and differentiation.

EZH2 may have a major role in determining PRC2’s differential methylation roles. It possesses multiple interaction domains for EED and SUZ12, facilitating the methyltransferase activity conveyed by its SET domain [18–20]. EZH1, a homolog of EZH2 encoded by a separate locus [21], has much less methyltransferase activity and cannot substitute for EZH2 in histone methylation and related biological functions in many tissues [22]. Because other PRC2 subunits only have a subtle effect on EZH2 methyltransferase specificity, we speculate that EZH2’s variants themselves diversify PRC2’s functional roles in distinct methylation processes during cell proliferation and differentiation.

Here, we identified multiple *Ezh2* isoforms derived from alternative transcriptional splicing in various tissues and cell types. Expressions of EZH2 variants that include or exclude exon 14 are differentially regulated via cell cycle or meiotic regulators, respectively, during mitosis and meiosis. The EZH2 isoform without exon 14 (ex14D-EZH2*)* has a disrupted CXC domain and is the primary isoform found in spermatocytes. This isoform is responsible for the establishment of H3K27me2, but is less efficient at catalyzing H3K27me3. Moreover, exclusive expression of ex14D-EZH2 in ES cells promotes their differentiation, indicated by precocious and enhanced expression of mesoderm genes. In contrast, the EZH2 isoform with exon 14 (ex14-EZH2) is the most common isoform in proliferating cells and more efficient at catalyzing H3K27me3. Our study suggests that the incorporation of specific EZH2 variants into the PRC2 complex controls the appropriate level and extent of H3K27 methylation in polycomb target loci during the establishment and maintenance of these epigenetic marks.

## Results

### *Ezh2* pre-mRNA splicing is differentially regulated during meiosis and mitosis

*Ezh2* makes several distinct transcripts due to alternative splicing. Exons 4 and 14 can be skipped and exons 3 and 8 can be truncated (Fig. 1a) [23]. To determine whether different *Ezh2* transcripts are cell and tissue type specific, we profiled *Ezh2* transcripts in different ages of testes, somatic tissues, embryos, and primary cell lines by RT-PCR. The *Ezh2* transcripts that contain alternative splicing for exon 3 and exon 14 are found in many tissues and cultured cells (Fig. 1b). In contrast, transcripts containing alternative splicing for exons 4 and 8 were barely detected (Additional file 1: Fig. S1). Thus, we focused on *Ezh2* transcripts with variations in exons 3 and 14.

**Fig. 1:**
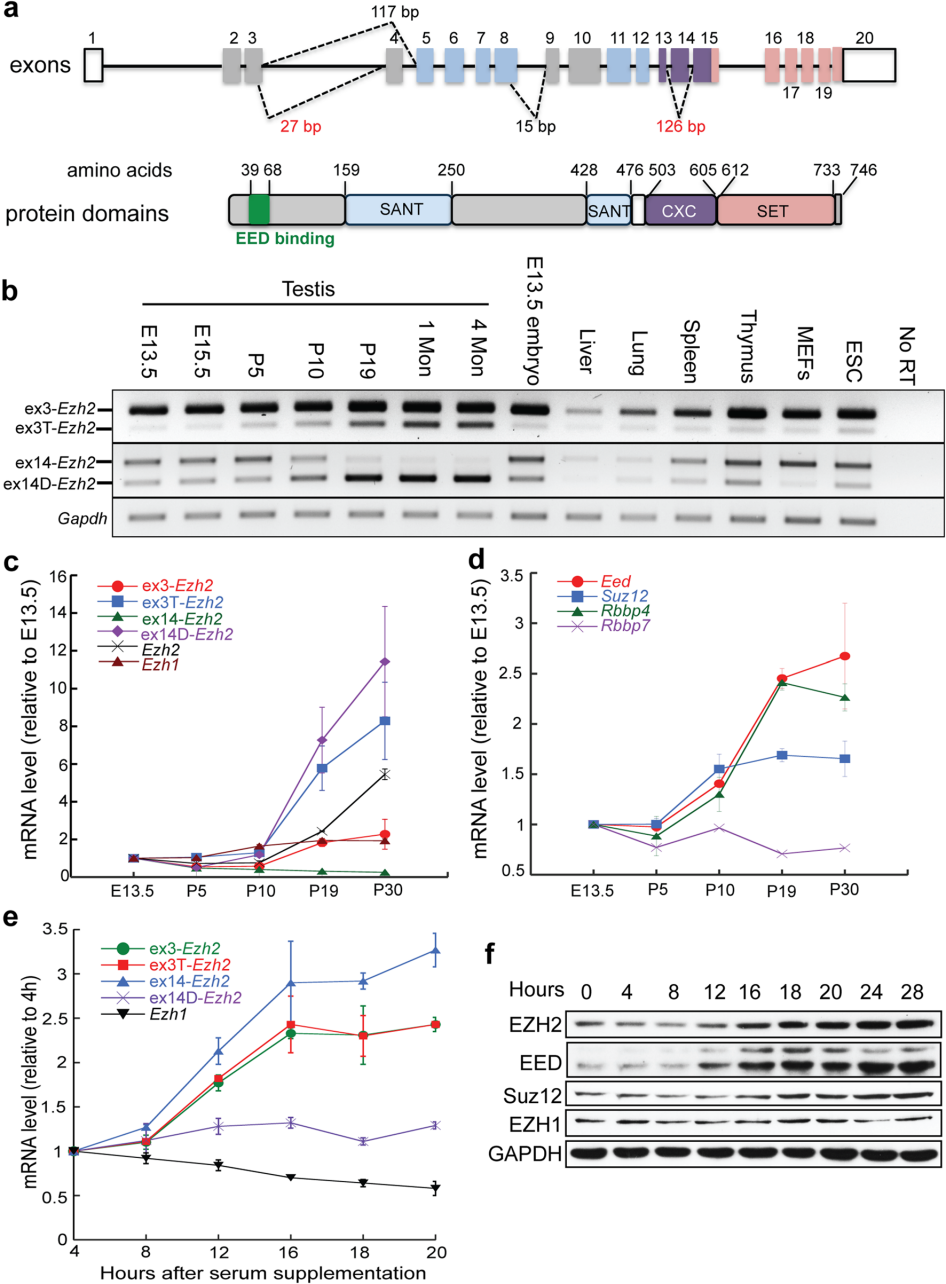
*Ezh2* splicing is differentially regulated during meiosis and mitosis. **a** Schematic structure of the mouse *Ezh2* gene and protein. Removal of exon 14 causes the disruption of the CXC domain. **b** RT-PCR analysis of alternative *Ezh2* transcripts in mouse testis at different ages, tissues, embryos, and cell lines. **c** Quantitation of *Ezh1* and *Ezh2* transcripts during testis development by qPCR analysis. **d** Quantitation of the transcription of PRC2 core components by qPCR analysis. **e** Quantitation of *Ezh1* and *Ezh2* transcripts during the cell cycle progression. **f** Western blot analysis of PRC2 core components during the cell cycle progression

First, we examined *Ezh2* and *Ezh1* transcript levels during spermatogenesis. *Ezh2* transcripts without exon 14 (ex14D-*Ezh2*) were at a relatively low level in mitotic germ cell populations such as progenitors (E13.5 and E15.5) and spermatogonial stem cells (p5). However, this isoform was dramatically upregulated at the time of entry into meiosis (p10) and maintained at high levels during the meiotic progression as shown in p19, 1-month and 4-month testes. In contrast, the *Ezh2* transcripts containing exon 14 (ex14-*Ezh2*) were downregulated during meiosis (Fig. 1b). The dynamics of exon 14-related alternative transcripts were verified by qPCR analysis (Fig. 1c). Transcription of PRC2’s core components, *Eed*, *Suz12*, and *Rbbp4*, also increased during germ cell maturation (Fig. 1d), suggesting ex14D-EZH2 functions within the PRC2 complex during meiotic differentiation. In contrast, *Ezh1* levels were consistent throughout germ cell development (Fig. 1c), indicating its expression is independent of meiotic differentiation.

Because ex14-*Ezh2* is abundant in mitotic germ cells and rapidly dividing ES cells and primary MEFs (Fig. 1b), we wanted to determine the dynamics of *Ezh2* and *Ezh1* transcripts during mitosis. Thus, we synchronized primary MEFs at the G0/G1 phase by serum starvation and then released them into the S and G2/M phases with serum supplementation. In comparison with meiosis, ex14-*Ezh2*, but not ex14D-*Ezh2*, was remarkably elevated during mitotic progression (Fig. 1e). The *Ezh2* transcripts with a full exon 3 (ex3-*Ezh2*) or a truncated exon 3 (ex3T-*Ezh2*) were both upregulated. EZH2, EED, and SUZ12 protein levels also increased in mitotic cells (Fig. 1f). *Ezh1* expression decreased with the cell cycle activation, which is consistent with the high expression of *Ezh1* in mature tissue but low in proliferating tissues [21]. These results indicate that *Ezh* variants are differentially regulated during meiosis and mitosis.

### ex14D-*Ezh2* transcription is independent of E2F regulation and responsible for establishing H3K27me2 in spermatocytes

*Ezh2* expression is typically regulated by the E2F family of transcription factors, among which E2F1-3 function as activators to promote *Ezh2* transcription in proliferating cells [15]. To assess transcriptional reprogramming of *E2f1*-*3* during spermatogenesis, we analyzed their chromatin state and expression levels in germ cells isolated from different ages of testes. We found repressive histone marks, H3K27me3, accumulated around *E2f2* and *E2f3*’s transcriptional start sites in germ cells over time, with the most H3K27me3 detected at p30. This was the opposite of the accumulation of active marks, H3K4me3 (Fig. 2a–c). Accordingly, *E2f1*-*3* transcription was active in p9 testes with ample spermatogonial populations but repressed in meiocyte-enriched p17 testes (Fig. 2d–f), suggesting that E2F does not contribute to upregulated *Ezh2* expression during meiotic progression.

**Fig. 2:**
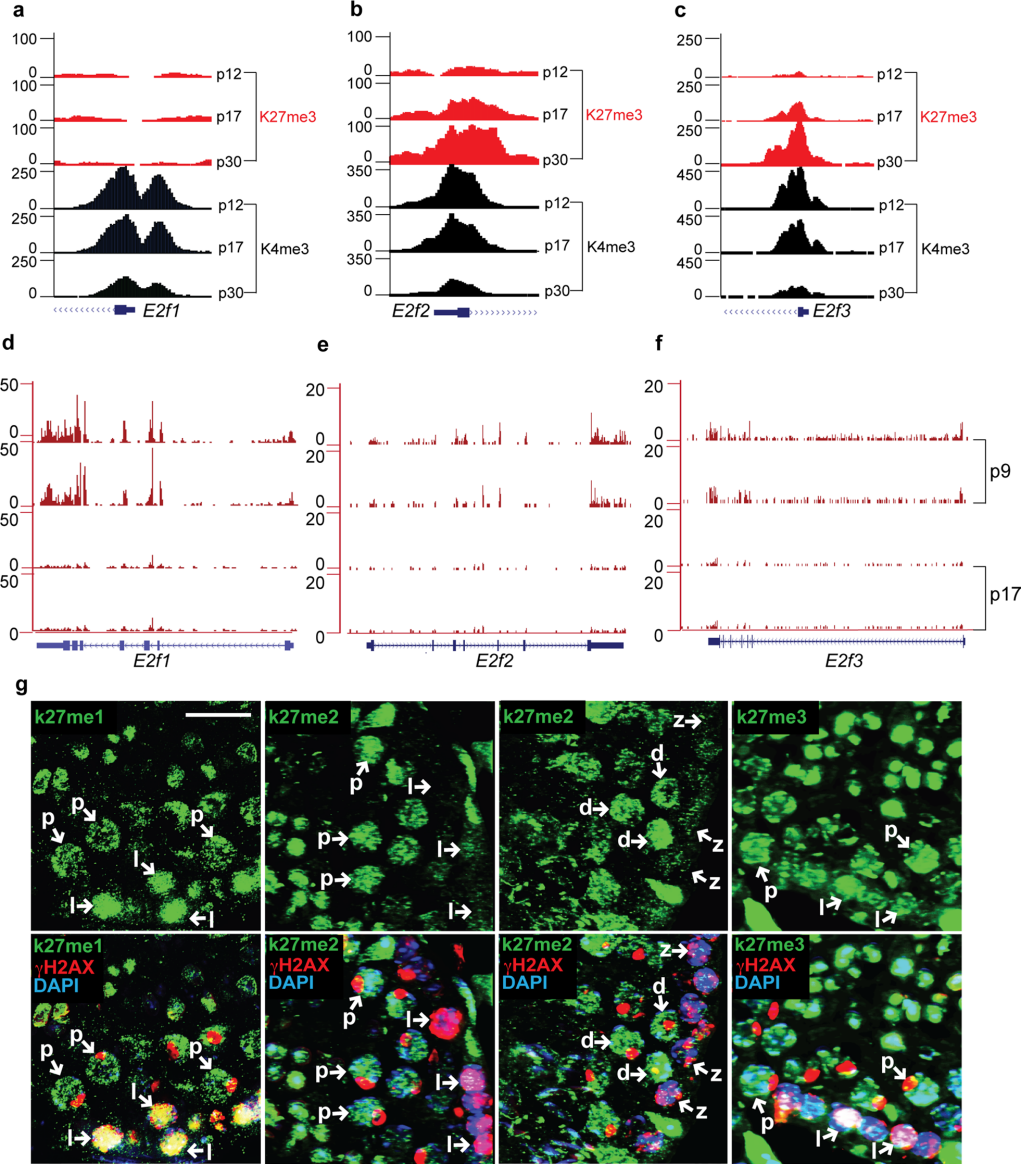
The expression of ex14D-*Ezh2* in spermatocytes is responsible for the establishment of H3K27me2. **a**–**c** The dynamics of H3K27me3 and H3K4me3 enrichment on *E2f1*-*3* during spermatogenesis. Spermatocytes were isolated from postnatal day 12 (p12), 17 (p17), and 30 (p30) testes for ChIP-seq analysis. **d**–**f** RNA-seq analysis of *E2f1*-*3* transcription in germ cells purified from p9 and p17 testes. The representative sample tracks for each time point are presented here. **g** Assessment of H3K27 methylation in different meiotic cell populations. Cryosections of 4-month-old testis were immunostained for indicated proteins. (l) leptotene spermatocytes; (z) zygonema; (p) pachynema; (d) diplonema. Scale bar: 20 μm

Meiotic ex14D-*Ezh2* expression occurs at a time when new histone marks are established during cell differentiation, suggesting that it may have a role in this process. Thus, we characterized H3K27 methylation patterns in different populations of spermatocytes during meiosis. There were no significant differences in H3K27me1 and H3K27me3 levels between early stage (leptonema) and late stage (pachynema) spermatocytes. However, H3K27me2 levels were strikingly elevated during the zygonema to pachynema transition (Fig. 2g), which is consistent with the upregulation of EZH2 in pachytene spermatocytes [16] and with ex14D-*Ezh2* transcripts in pachynema-enriched p19 testes (Fig. 1b, c). These results suggest that ex14D-*Ezh2* transcription and processing occur in a cellular context-dependent manner for establishing H3K27me2.

### MYBL1 activates ex14D-*Ezh2* expression in spermatocytes

Because ex14D-*Ezh2* expression was increased during meiosis, we speculated that it was regulated by meiosis-specific transcriptional activators. We did not observe any active chromatin marks, such as H3K4me3, H3K27ac, or ATAC-seq peaks, throughout the ENSEMBL-annotated transcript for ex14D-*Ezh2* (Additional file 2: Fig. S2a), suggesting that transcription of this isoform initiated from outside of the transcript. We predicted that the other two ENSEMBL-annotated noncoding exons, ex1a and ex1b, which are surrounded by H3K4me3 and H3K27ac in testis, could encode ex14D-*Ezh2*’s 5′ UTR (Fig. 3a). The first noncoding exon, ex1a, contains an E2F1 binding motif, as predicted by HOMER (Fig. 3a), that is bound by E2F1 as determined by a ChIP-seq analysis, in proliferating human Hela S3 cells (Additional file 2: Fig. S2b) (ENCODE/Peggy Farnham). This suggests the existence of a promoter in that region drives the cell cycle-related expression of ex14-*Ezh2* and not ex14D-*Ezh2*, since ex14D-*Ezh2* transcription is not promoted by E2F1. Thus, we suspected that the second noncoding exon, ex1b, encoded the 5′ UTR of ex14D-*Ezh2* in testis. To test this, we performed RT-PCR analysis to amplify cDNA fragments spanning exon 1b to exon 15, and then cloned the amplicons into plasmids for genotyping the alternative splicing at exon 3 and ex14 by Colony PCR assays (Fig. 3b). We found that the amplicons derived from ex1b excluded exon 14, demonstrating ex1b encodes the 5′ UTR of ex14D-*Ezh2*. ex14D-*Ezh2* did not have preference for the alternative splicing of exon 3.

**Fig. 3:**
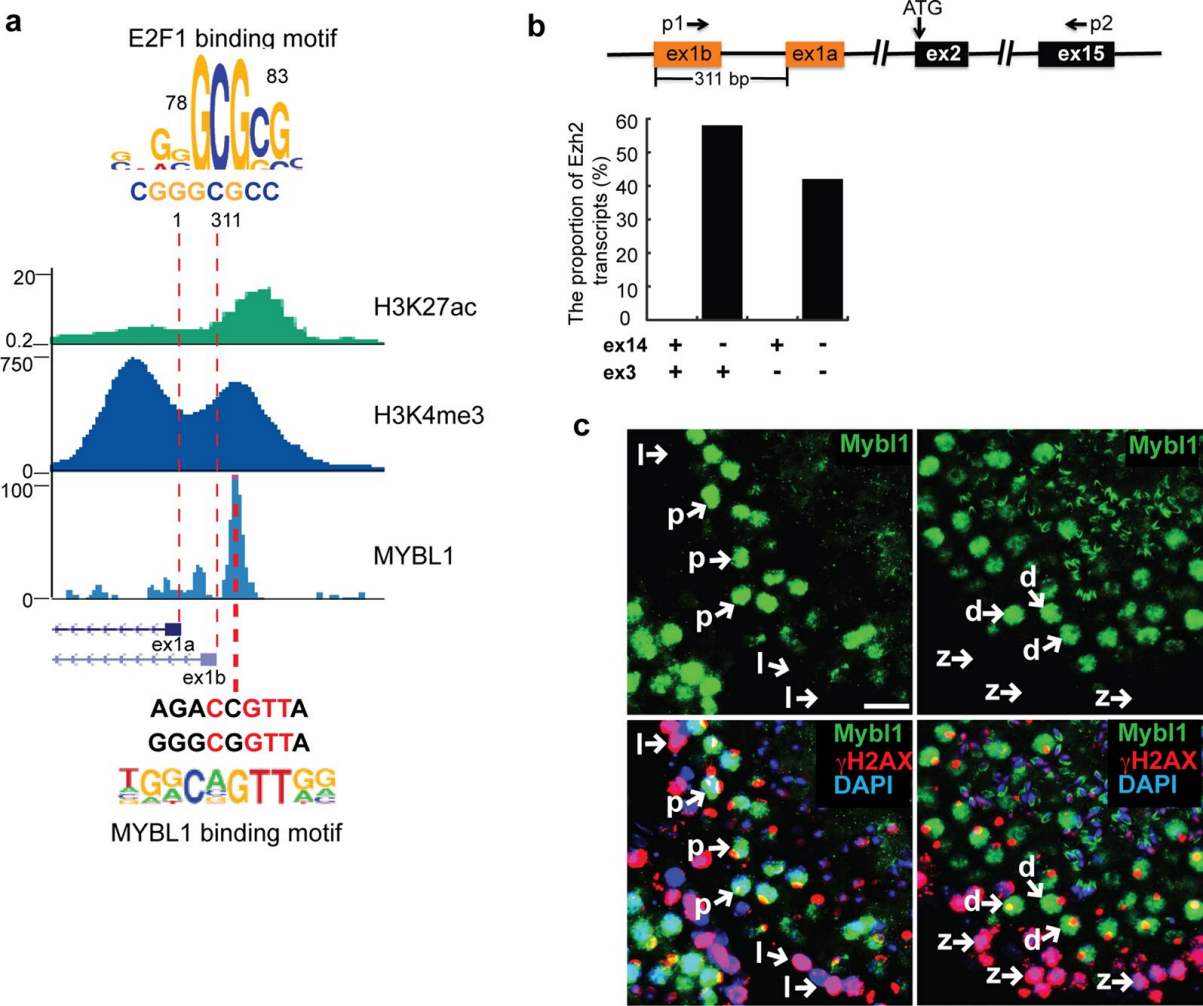
The expression of *ex14D*-*Ezh2* is activated by MYBL1. **a** The epigenetic signature and transcription factor binding motifs around *Ezh2*’s 5′ UTR. HOMER-motif analysis detected E2F1 binding sites within the 300 bp upstream of the ex1a TSS. ex1a is the first exon that is known for coding *ex14*-*Ezh2*’s 5′ UTR. ex1b is a putative exon for ex14D-*Ezh2*’s 5′ UTR. **b** Characterization of *ex14D*-*Ezh2*’s 5′ UTR. Primer p1 and p2 were used to amplify the DNA sequence coding the transcripts initiated from the ex1b 5′ UTR. The amplicons were cloned into vectors and transformed into bacteria. The alternative splicing events were assessed by genotyping single colonies. **c** Cryosections of p30 testes were immunostained with indicated proteins. Scale bar: 20 μm

Because ex1b encodes the 5′ UTR of ex14D-*Ezh2*, we performed motif analysis with HOMER to search for transcription factors that could bind near it. This analysis predicted that MYBL1, a master regulator of male meiosis [24], had a DNA binding site upstream of ex1b, and binding was confirmed by MYBL1 ChIP-seq analysis (Fig. 3a) [25]. Consistent with *Ezh2* expression in meiosis, MYBL1 was at a low level in leptotene and zygotene, and significantly elevated in pachytene and diplotene spermatocytes (Fig. 3c). MYBL1’s role as a transcriptional activator of *Ezh2* in germ cells is further supported by the evidence that a *Mybl1* knockout in testis caused the downregulation of *Ezh2* transcription [24]. MYBL1 was also enriched in the promoter regions of *Eed* and *Suz12* (Additional file 2: Fig. S2c, d), indicative of its functioning as a PRC2 regulator during spermatogenesis. Thus, all of these data suggest that MYBL1 activates ex14D-*Ezh2* expression from ex1b in spermatocytes.

### ex14D-EZH2 has preferential activity toward H3K27me2 but not H3K27me3 and promotes ES cell differentiation

To explore the roles of ex14D-EZH2 in H3K27 methylation and cell differentiation, we generated ES cell lines in which *Ezh2*’s exon 14 was disrupted using CRISPR-Cas9. The in/del mutation on exon 14 caused a reading frame shift, resulting in the disruption of the SET domain in ex14-EZH2. Thus, only the alternatively spliced ex14D-EZH2 isoform was functional (Fig. 4a). 

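In the reference genome GRCm38, Ezh2 lies on the reverse strand of chromosome 6 from 47530274 to 47595270. Its RefSeq transcript for the full-length protein has 20 exons. Exon 14 spans positions 47541845 to 47541970 between exon 13 (47542366 to 47542406) and exon 15 (47540677 to 47540855). It is entirely coding, and its 126 bp read, in the direction of transcription, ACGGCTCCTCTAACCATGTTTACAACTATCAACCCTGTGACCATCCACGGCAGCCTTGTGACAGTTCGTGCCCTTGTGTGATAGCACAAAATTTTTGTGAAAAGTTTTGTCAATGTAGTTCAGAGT. Residues 511 to 553 of the 746-residue protein have at least 1 base of their codon in this exon, and 8 of these residues are cysteines, of 35 in the whole protein. Because the exon is the length of 42 codons, a transcript that skips it stays in frame, with 0 stop codons before the end, and encodes 704 residues. A deletion within the exon behaves differently in the reference sequence. Loss of 1 base in the middle of exon 14 brings a stop at codon 537, and loss of 2 bases brings one at codon 543, before the residues encoded by the exons that follow. The sequence of the in/del in the ex14D-Ezh2 cell lines was not analysed here.

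**Figure D1:**
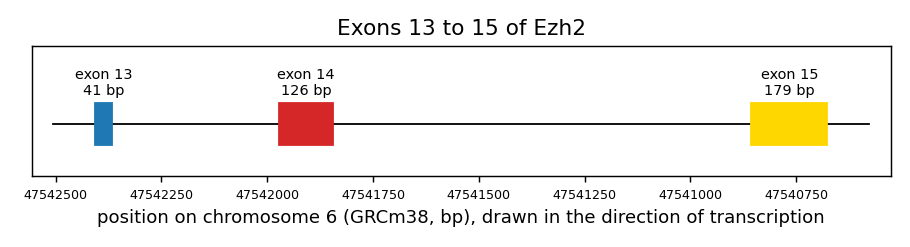
Exons 13 to 15 of Ezh2 drawn to scale. The x axis gives the position on chromosome 6 of GRCm38 in bp, in the direction of transcription, boxes are exons and the line is intronic sequence. Exon 14, in red, runs from 47541970 to 47541845.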

EZH2 protein levels in ex14D-*Ezh2* cell lines were around 30% of those in control cell lines, demonstrating the loss of ex14-EZH2 (Fig. 4b). Consistent with the EZH2 reduction, H3K27me3 levels were decreased by 67% in the mutant cell lines. However, there was no reduction in H3K27me2 levels in ex14D-*Ezh2* ES cells compared to the controls (Fig. 4c). To assess if ex14D-EZH2 could still saturate EZH2 binding sites, we performed ChIP-seq analysis on EZH2 and found that the enrichment of EZH2 was decreased in the target genes in ex14D-*Ezh2* cells (Fig. 4d). 

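EZH2 ChIP-seq was carried out in control E14 cells, a mouse ES cell line, and in ex14D-Ezh2 cells, with 2 libraries for each genotype. The authors aligned the reads with Bowtie, counted them on 24500 genes with htseq-count and called enriched domains with hiddenDomains, separately for each library, and deposited the counts without normalization. Reads counted on genes numbered 13861477 and 18403892 in the control libraries and 13628137 and 16426765 in the ex14D libraries, which was 43.9% to 44.3% of the reads of a library. A further 21.2% to 21.9% of reads fell on more than 1 counted interval and were assigned to no gene. Between libraries of the same genotype the counts differed by more than sampling noise, with a chi-square per degree of freedom of 1.48 in control and 3.95 in ex14D. Starting from the deposited counts, ex14D and control were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 13401 genes that passed edgeR's filter on low counts. Target genes were defined as the 3890 genes with an EZH2 domain over the 1 kb window centred on the TSS in both control libraries. Of these, 1591 are listed at 0 in all 4 EZH2 libraries and could not be compared, and 2297 were tested. The counts followed the length of the gene, so each value covers reads over the gene body as well as its promoter.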

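Of the genes tested, 1056 had lower EZH2 counts in ex14D and 7 had higher counts (adjusted p under 0.05). With DESeq2 in place of edgeR, 736 genes were lower and 0 were higher, against 7 higher at an unadjusted p under 0.05. Among the target genes, 884 were lower and 0 higher, and 17 were higher at an unadjusted p under 0.05. The median log2 fold change of the target genes was -0.22, and 83.1% of them had a negative value, whereas the median of the 11104 other genes was 0.04. The rotation test fry of limma, applied to the target genes as a set, gave an adjusted p = 0.0415 over the 4 sets tested. Permutation of the labels of 2 libraries against 2 could not reach such a value. The median over target genes lay between -0.25 and -0.17 in the 4 pairings of a control with an ex14D library, with an SD of 0.0447. Without ex14D replicate 1 the median was -0.27, and without ex14D replicate 2 it was -0.18. Genes past the threshold were ranked if they had an average log2 CPM of at least 3 and the same direction in all pairings. The largest fall among them was at Slc32a1 (chromosome 2, GRCm38, 158607260 to 158615747), a gene without an EZH2 domain over its promoter in both control libraries. Slc32a1 had 79.6 ± 2.92 CPM (SD, n = 2) in control and 18.7 ± 5.19 CPM (SD, n = 2) in ex14D. Its log2 fold change was -2.10 (standard error 0.15, adjusted p = 0.00325 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gas1 on chromosome 13 fell by 2.04 on the log2 scale (standard error 0.21, adjusted p = 0.00356 from edgeR's quasi-likelihood test). The largest rise by the same rule, at Als2cr12, was 0.27 (standard error 0.06, adjusted p = 0.0446 from edgeR's quasi-likelihood test), and it did not pass the threshold with DESeq2 (adjusted p = 0.821). hiddenDomains called 7322 and 7704 EZH2 domains in the control libraries and 5067 and 4122 in the ex14D libraries. Regions called in both libraries of a genotype numbered 6045 in control, covering 19.6 Mb, and 3908 in ex14D, covering 12.2 Mb. Of the control regions, 55.1% were overlapped by an ex14D region (exact 95% binomial interval 53.8% to 56.3%, counting error only). The paper states, for the same comparison, that ex14D-EZH2 is not enough to saturate the genes EZH2 targets (Fig. 4d).

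**Figure D2:**
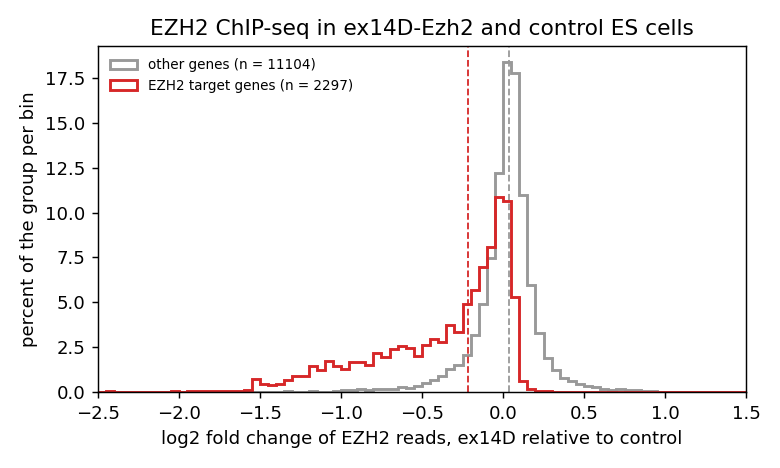
Distribution of the log2 fold change of EZH2 counts, ex14D relative to control, in 2297 target genes (red) and the 11104 other genes tested (grey). The y axis is the percent of each group per bin and dashed lines mark the medians, -0.22 and 0.04.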

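H3K27me3 ChIP-seq was carried out with 2 libraries for control and 2 for ex14D, beside 1 library of input chromatin for each genotype. The authors counted reads in a 1 kb window at the 5′ most TSS of each gene, called domains with hiddenDomains and broad peaks with MACS2 in each library, and deposited the promoter counts without normalization. Promoter reads numbered 594289 and 937207 in the control libraries and 1450937 and 1248018 in the ex14D libraries, or 5.65% to 7.58% of all reads counted, against 409371 promoter reads in the control input and 416778 in the ex14D input. The H3K27me3 domains have coordinates of an assembly other than GRCm38, and were compared only with each other. Genes were therefore assigned from the MACS2 peaks, each peak to 1 gene, and a gene was counted for a genotype when both libraries had it. The gene was the one with the nearest TSS. Where any TSS lay inside the peak, the first by position was taken, so a peak over several genes counted for 1. The choice of MACS2 peaks was made after the coordinates of the domains were examined.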

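In control, 6893 genes had an H3K27me3 peak in both libraries. Of these, 5421 also had one in both ex14D libraries, or 78.6% (exact 95% binomial interval 77.7% to 79.6%), while 1472 did not. Another 763 genes had a peak in both ex14D libraries but not in both control libraries, called ex14D only here. They could still have a peak in 1 control library, and the 1472 could have one in 1 ex14D library. When 1 library was left out, the genes not found in ex14D numbered 692 to 3713, and those in ex14D only numbered 146 without control replicate 1 and 1925 without ex14D replicate 2. With only peaks of q under 0.001, the balance was the other way, with 1078 genes not found in ex14D and 2132 in ex14D only. The percentage with 1 library left out lay between 61.9% without control replicate 1 and 90.0% without ex14D replicate 2. The promoter counts give a second measure that needs no peak calls. Promoters at least 2-fold over input in both libraries, after adding 1 to each CPM, numbered 2776 in control, and 2003 of them (72.2%, interval 70.4% to 73.8%) met the same criterion in ex14D. Of the 22750 H3K27me3 domains shared by the control libraries, 18399 (80.9%) were overlapped by a domain shared by the ex14D libraries and 4351 were not. The ex14D libraries shared 24157 domains over 94.2 Mb, against 77.5 Mb in control. Of the ex14D domains, 6234 overlapped no domain shared by the control libraries, but only 773 overlapped no domain of control replicate 2 alone. MACS2 peaks went the other way, with 10339 shared regions over 33.6 Mb in control and 9068 over 31.0 Mb in ex14D. Domains covered 78.8 Mb in control and 102 Mb in ex14D for replicate 1, but 192 Mb and 157 Mb for replicate 2. With 1 library left out, the domains only in ex14D numbered 773 to 13782, and the control domains not overlapped numbered 2056 to 16663. Peaks and domains rest on unequal depth, with 10525739 and 15683174 counted reads in the control libraries and 19151253 and 18184514 in the ex14D libraries. How depth affected the peaks and domains was not tested. EZH2 itself was measured by the same rule for genes, but from hiddenDomains domains in place of MACS2 peaks. In control, 4449 genes were nearest to an EZH2 domain in both libraries, and 2694 of them (60.6%, interval 59.1% to 62.0%) also were in ex14D, with 81 genes in ex14D only (32 to 295 with 1 library left out). That percentage was lower than the one for H3K27me3 peaks by more than counting error, but the ranges with 1 library left out overlapped, since it lay between 44.9% and 70.0% for EZH2. The callers also differed, and with peaks of q under 0.001 the H3K27me3 percentage was 70.0%. With hiddenDomains for both, 80.9% of H3K27me3 and 55.1% of EZH2 regions were kept, again with overlapping ranges. A difference between the marks was not separated from the caller or its threshold. The intervals cover counting error only. Leaving out a library also relaxes the rule of both libraries for its genotype alone, so those ranges mix spread between libraries with a change of rule. With replicate 1 of each genotype alone, 68.8% of EZH2 genes were kept, and with replicate 2 alone 49.8%, a spread larger than counting error.

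**Figure D3:**
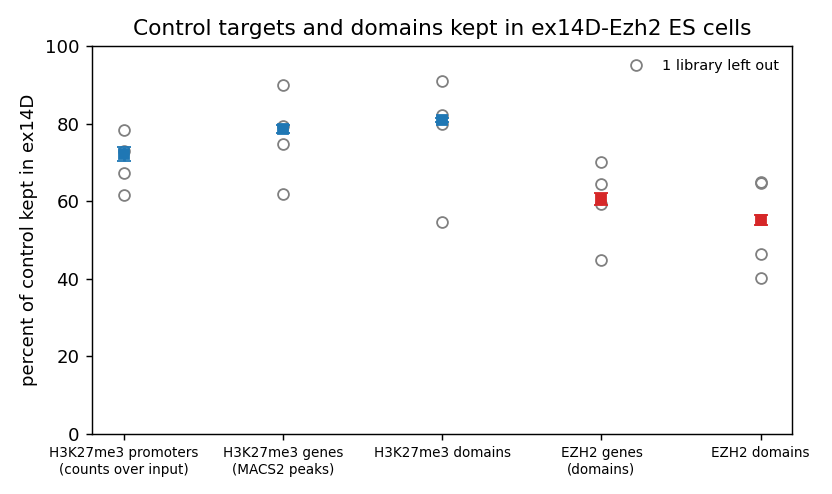
Percent of control targets or domains that were also found in ex14D, for H3K27me3 (blue) and EZH2 (red). Squares are the values with all libraries, bars their exact 95% binomial intervals, and open circles the values with 1 library left out. Leaving out a library also relaxes the rule of both libraries for its genotype. For H3K27me3 genes the circles run from 61.9% to 90.0%.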

Although EZH2 protein was decreased by 70%, ex14D-EZH2 still methylated 76% of the target genes (4440 out of 5811 genes) by H3K27me3 (Fig. 4e). We quantified the enrichment of H3K27me3 in two categories of genes: genes with H3K27me3 marks all over the gene body, including *Hoxa10*, *Hoxd9*, *Bmp6* and *Pax7*, and genes with this mark around TSS region, such as *Elavl3*, *Shc3*, and *Runx2*. Both groups of genes were less methylated when only ex14D-EZH2 was present (Fig. 4f). Thus, ex14D-EZH2 maintains normal levels of H3K27 dimethylation but not H3K27 trimethylation.

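The H3K27me3 promoter counts of ex14D and control were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over 14883 promoters. These counts are relative to the other reads of a library, and no added standard ties them to the total amount of the mark per cell. Lower counts in ex14D were found at 475 promoters and higher counts at 871. The split depended on how libraries were scaled. With library size alone in place of TMM normalization, 2176 promoters were lower and 398 higher, and the median of all promoters moved from -0.02 to -0.47 on the log2 scale. Among the 2658 tested promoters that were enriched in control, 125 were lower and 759 higher, with a median log2 fold change of 0.33 (rotation test fry of limma, adjusted p = 0.0236 over the 4 sets). With library size alone that median was -0.12, and 434 of these promoters were lower and 371 higher. Changes differed with the level of the mark in control. Grouped by enrichment over input in both control libraries, the median log2 fold change was -0.10 in the 11593 promoters under 2-fold, 0.07 in the 1299 between 2- and 4-fold, 0.46 in the 958 between 4- and 8-fold, and 1.00 in the 401 at 8-fold or more. No H3K27me2 libraries were analysed here. From Western blots, ChIP-seq and ChIP-PCR (Fig. 4c, e, f), the paper concludes that ex14D-EZH2 keeps H3K27me2 but not H3K27me3 at normal levels.

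**Figure D4:**
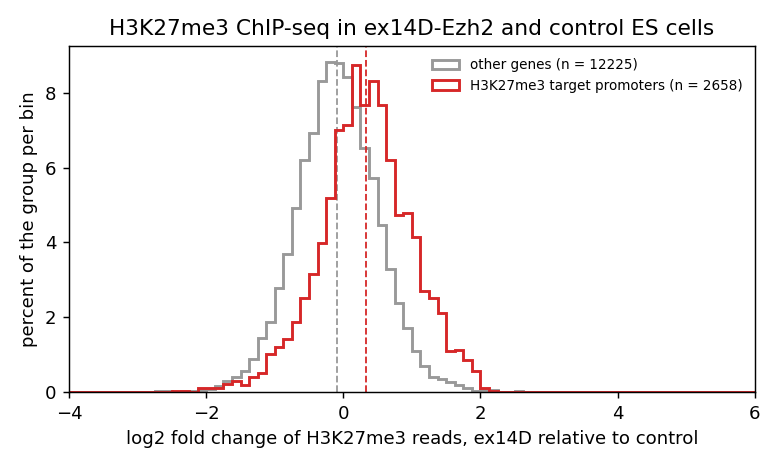
Distribution of the log2 fold change of H3K27me3 promoter counts, ex14D relative to control, in 2658 promoters enriched in control and the 12225 other promoters tested. The y axis is the percent of each group per bin and dashed lines mark the medians, 0.33 and -0.09.

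**Figure D5:**
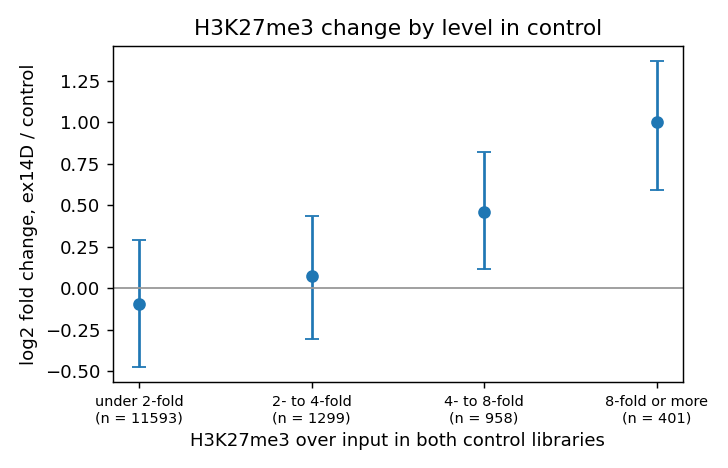
H3K27me3 log2 fold change, ex14D relative to control, for promoters grouped by their enrichment over input in both control libraries. Points are medians and bars run between the quartiles. The median runs from -0.10 to 1.00.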

**Fig. 4:**
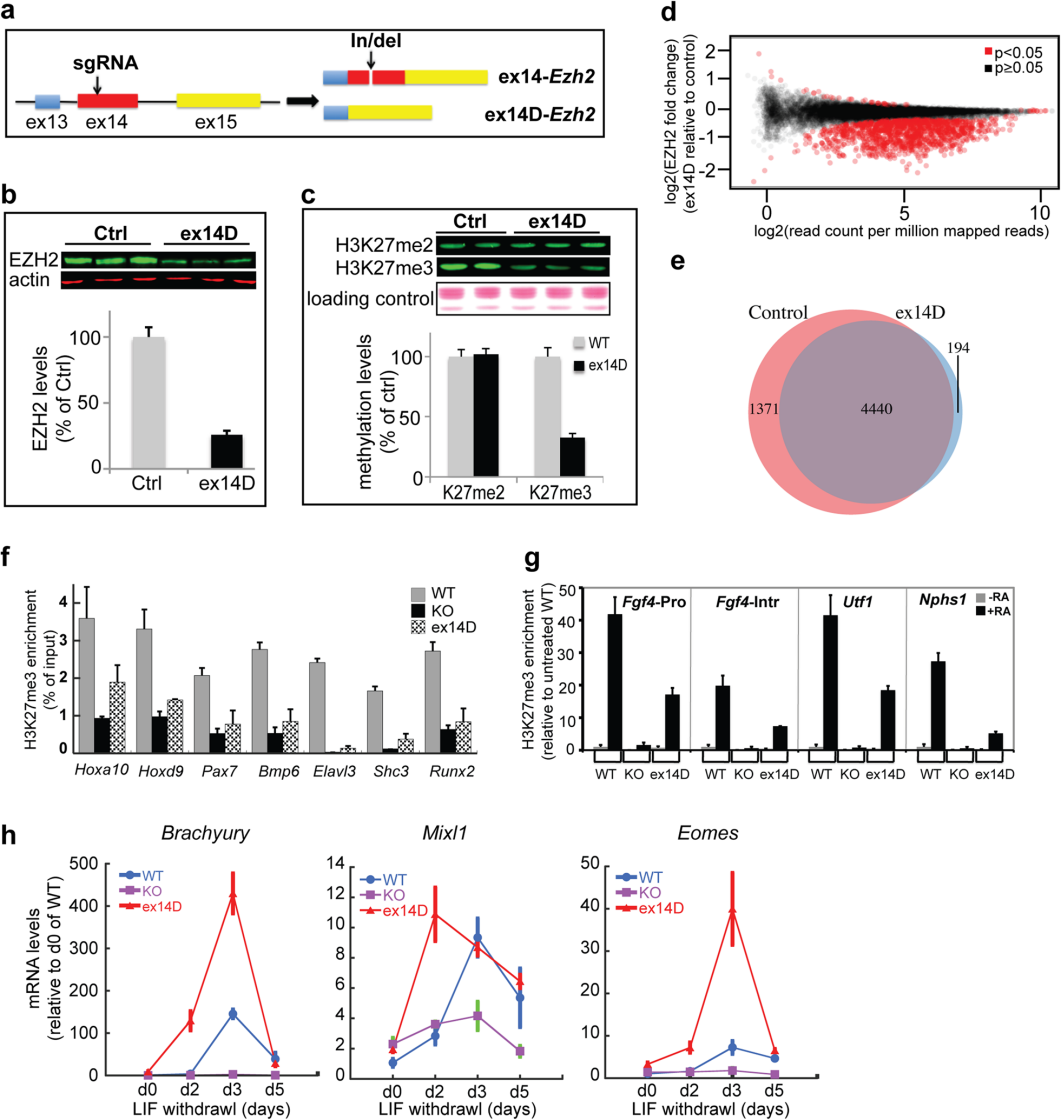
ex14D-EZH2 participates in establishing and maintaining H3K27 methylation and promotes ES cell differentiation. **a** A schematic of how ex14D-*Ezh2* ES cell lines were created by CRISPR-Cas9. **b** Western blot analysis of EZH2 proteins in ex14D-*Ezh2* cells. **c** Western blot analysis of histone H3K27 methylation levels in ex14D-*Ezh2* ES cells. **d** A smear plot showing ex14D-EZH2 is not sufficient for saturating EZH2 targeting genes. **e** A Venn diagram showing that ex14D-EZH2 binds to the majority EZH2 targets. **f** Assessment of H3K27me3 maintenance on key developmental genes in ex14D-*Ezh2* ES cells by ChIP-PCR analysis. **g** Assessment of the newly introduced H3K27me3 marks during ES cell differentiation. **h** qPCR analysis of the expression of mesoderm marker genes during LIF withdrawal-induced ES cell differentiation

PRC2 can establish new H3K27me3 marks for reprogramming the transcriptome during cell lineage specification. De Novo trimethylation of H3K27 occurs during retinol acid-induced ES cell differentiation [26]. In RA-treated ES cells, we found that ex14D-EZH2 introduced new H3K27me3 marks to *Fgf4*’s promoter and intron, *Utf1*, and *Nphs1*, but at reduced levels (Fig. 4g). In contrast, *Ezh2* knockout cells failed to establish those marks during ES cell differentiation, suggesting that EZH1 cannot establish new H3K27me3 marks even though it can partially rescue the maintenance of H3K27me3 during cell proliferation as shown in Fig. 4f.

Because EZH2 is required for mouse ES cell differentiation [27], we tested if ex14D-*Ezh2* had a specific role in this process. Withdrawal of leukemia inhibitory factor (LIF) induces differentiation of mouse ESCs into various embryonic and extraembryonic lineages [28]. To understand to what degree ex14D-EZH2 contributes to ES cell differentiation, we measured the expression of mesoderm marker genes activated by LIF withdrawal in *Ezh2*KO, ex14D-*Ezh2*, and control cells. As expected, in *Ezh2* knockout cells, *Brachyury*, *Eomes*, and *Mixl1* failed to activate. In contrast, *Brachyury*, *Eomes*, and *Mixl1* were all upregulated in ex14D-*Ezh2*, and control cells. Intriguingly, exclusive expression of ex14D-*Ezh2* led to precocious expression of these marker genes at higher levels (Fig. 4h). In conclusion, these data suggest that ex14D-*Ezh2* promotes ES cell differentiation.

### EZH1 and EZH2 variants have differential activity in catalyzing trimethylation of H3K27

The reduction in H3K27me3 in ex 14D-*Ezh2* ES cells (Fig. 4c) could be due to the decreased EZH2 levels (Fig. 4b) and/or the weak methyltransferase activity of ex14D-EZH2 toward H3K27me3. To compare the methyltransferase activity of EZH1 and EZH2 variants, we ectopically expressed *Ezh1* and *Ezh2* isoforms with different combinations of alternative splicing on exon 3 and exon 14 in *Ezh2*- and *Ezh1/2*-deficient ES cells. The *Ezh2*KO caused dramatic decreases in H3K27me2 and H3K27me3, but did not affect H3K27me1 levels. The *Ezh1*/*2* double knockout (*Ezh*DKO) depleted H3K27me2 and H3K27me3 even more than the *Ezh2*KO in addition to reducing H3K27me1 (Additional file 3: Fig. S3a). Because Western blot analysis showed that the EZH2 isoforms, in the absence of exon 14, were expressed at relatively low levels (Additional file 3: Fig. S3b), we used immunofluorescence to assess the H3K27 methylation levels in single cells. We used the same exposure times, contrast and brightness adjustments to ensure EZH2 intensity was comparable among different variants. We found that EZH2 variants containing exon 14 can establish all three forms of H3K27 methylation (Fig. 5 and Additional file 3: Fig. S3c, d). In contrast, the absence of exon 14 severely impaired EZH2’s ability to trimethylate H3K27 (Fig. 5c and Additional file 3: Fig. S3d), but did not affect the mono- and dimethylation (Fig. 5a, b, and Additional file 3: Fig. S3c). *Ezh1* also exhibited weak activity toward tri-, but strong H3K27 mono- and dimethylation activity in ES cells (Fig. 5 and Additional file 3: Fig. S3c, d). Thus, EZH1 and EZH2 variants have differential activity for methylating H3K27.

**Fig. 5:**
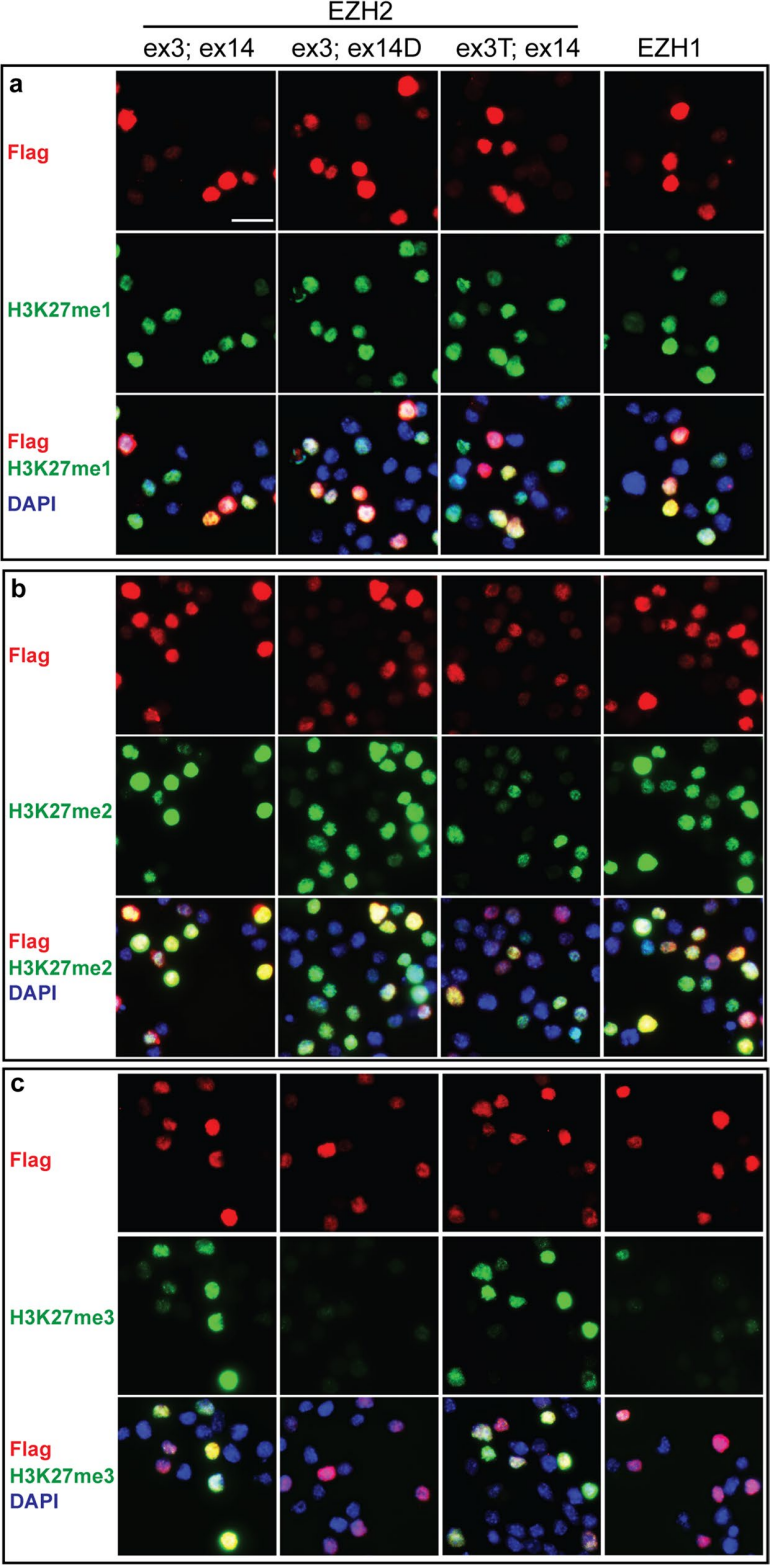
EZH variants had different abilities to catalyze the trimethylation of H3K27. **a**–**c** Immunofluorescence analysis of H3K27me1, me2, and me3 in *Ezh*DKO ES cells that were transfected with FLAG-tagged EZH variants, respectively. Scale bar: 20 μm

Since EZH variants have different abilities with respect to H3K27 methylation, we asked if the physical interactions between EZH variants and core subunits or accessory subunits regulate their catalytic specificity and activity. EZH2 in ES cells and ex14D-EZH2 in spermatocytes can interact with SUZ12 and EED (Additional file 4: Fig. S4a). In HEK293T cells cotransfected with EZH variants and PRC2 subunits, we found that PHF1, PHF19, JARID2, and RBBP4 were part of the protein complexes containing either ex14D- or ex14-Ezh2 (Additional file 4: Fig. S4b, c). These results suggest that EZH variants do not selectively exclude these subunits when assembled into PRC2. Taken together, the alteration of EZH2’s CXC domain determines its SET domain capacity in H3K27me3.

## Discussion

For most histone methylation processes, such as H3K9me and H3K4me, multiple methyltransferases participate in loading a specific number of methyl groups onto histones, resulting in gene regulation [29]. However, the three forms of H3K27 methylation are mostly executed through EZH2-PRC2. H3K27me1 and H3K27me2 are found throughout the chromosomes, but without the coexistence of PRC2 by ChIP-seq analysis [3]. In contrast, chromatin domains marked by H3K27me3 are also abundant in PRC2 binding [16]. This suggests that PRC2 uses differential mechanisms to control the methylation reaction on its targeting loci. Although other PRC2 subunits either regulate or are essential for EZH2’s enzymatic activity, they do not determine the level of methylation (i.e., H3K27me1, me2 and me3). EZH1 and EZH2 variants contain multiple domains that mediate physical interactions with most of PRC2’s subunits and ncRNA [30]. We hypothesize that the diversity in EZH1 and EZH2 proteins regulate H3K27 methylation and establish and maintain these epigenetic marks. By examining the dynamics of *Ezh2* transcripts during cell proliferation and differentiation, we showed that EZH2 variants with and without exon 14 mechanistically regulated PRC2’s ability to load specific numbers of methyl groups onto histones.

*Ezh2*’s exon 14 encodes a CXC domain which precedes the SET catalytic domain and is characterized by three C-X(6)-C-X(3)-C-X-C motifs [31, 32]. Mutation of the cysteine in CXC domains impaired the methyltransferase activity in PRC2 [33] and overexpression of the protein interacting with a CXC domain in EZH2 can enhance H3K27 methylation [34]. Consistent with these two studies, ex14D-EZH2, which lacks two C-X(6)-C-X(3)-C-X-C motifs in the CXC domain, exhibited diminished catalytic activity in H3K27me3. But this disruption of the CXC domain did not affect PRC2’s ability to mono- and di-methylate H3K27. We also found that nearly exclusive expression of ex14D-*Ezh2* is coincident to acquiring H3K27me2 in spermatocytes. This led us to speculate that *Ezh2*’s alternative splicing serves as a switch to control the methylation status on modified nucleosomes. Because EZH2 can convert H3K27me2 to H3K27me3 [35, 36], ex14D-EZH2 in spermatocytes may help to maintain the H3K27me2 marks which fail to be trimethylated at genomic loci where silencing normally involves H3K27me3-independent mechanisms. Previous studies showed that the H3K27me3 marks accumulated on key developmental genes were not replaced by protamines in sperm [37, 38] and could be transmitted to the next generation for regulating embryonic gene expression [39]. Thus, it is important to maintain the genomic distribution of H3K27 methylation states in germ cells for epigenetic inheritance.

EZH1 was thought to compensate for the absence of EZH2 in H3K27 methylation. But in our study, EZH1 was unable to generate new H3K27me3 marks on target genes during cell differentiation. Also, overexpression of EZH1 did not rescue H3K27me3 in proliferating cells as ex14-EZH2 did, even though EZH1 and EZH2 are nearly identical in their CXC and SET domains. However, compared to EZH2, EZH1 does not have a cell cycle-regulated expression pattern, it shares less similarity in the N-terminal domains, and it promotes mRNA transcription during cellular differentiation [40]. This indicates that the methylation activity of EZH1-PRC2 is regulated differently from EZH2-PRC2. In contrast to EZH2, EZH1 is abundant in highly differentiated tissues and low in actively proliferating cells. It will be interesting to explore EZH1’s cell-type-specific interacting partners, which facilitate the recruitment onto chromatin and the activation of its methyltransferase activity.

EZH2 level is a determinant for its appropriate biological functions. Deficiency in EZH2 caused cell cycle arrest, senescence, and differentiation defects [15]. EZH2 overexpression has been reported to promote cell proliferation and neoplastic transformation [41]. Our findings show that EZH2 expression is finely controlled at both transcriptional and post-transcriptional levels for producing suitable doses and isoforms of EZH2. To regulate transcription, cell-type-specific TFs and cell cycle-related TFs cooperate to adjust EZH2 expression levels according to the cell’s differentiation and proliferation status. The levels of ex14D-EZH2 for generating new H3K27me in spermatocytes are much lower than EZH2 for duplicating H3K27 methylation in highly proliferating ES cells (Additional file 4: Fig. S4d). The relatively low levels of ex14D-EZH2 in differentiating cells could serve as a mechanism for recovery of H3K27 methylation due to histone turnover occurring at a low rate [42] and, meanwhile, introducing new marks at specific genomic loci. For pre-mRNA processing, each alternative splicing event is controlled by multiple RNA binding proteins (RBPs), the combined action of which creates a distribution of alternatively spliced products in a given cell type [43]. In renal cancer cells, the splicing factor SF3B3 stimulates the inclusion of exon 14 in *Ezh2* transcripts [44]. During spermatogenesis, the splicing landscape is globally reprogrammed in the mitotic-to-meiotic transition during the germ cell cycle [45]. We reason that spermatocytes express a meiosis-specific array of RBPs, which give rise to the skewed production of ex14D-*Ezh2* transcripts.

We propose a model for regulating EZH2 variants to establish and maintain H3K27 methylation (Fig. 6). During mitosis, the E2F cell cycle regulators stimulate ex14-EZH2-PRC2 expression at high levels to duplicate H3K27 methylation marks across the genome in progeny cells. During meiosis, germ cell-specific transcription factors and splicing factors control exclusive expression of ex14D-EZH2. The low levels of ex14D-EZH2-PRC2 are active for dimethylation of H3K27, but with decreased capability for H3K27me3, resulting in the faithful establishment of new H3K27me2 marks.

**Fig. 6:**
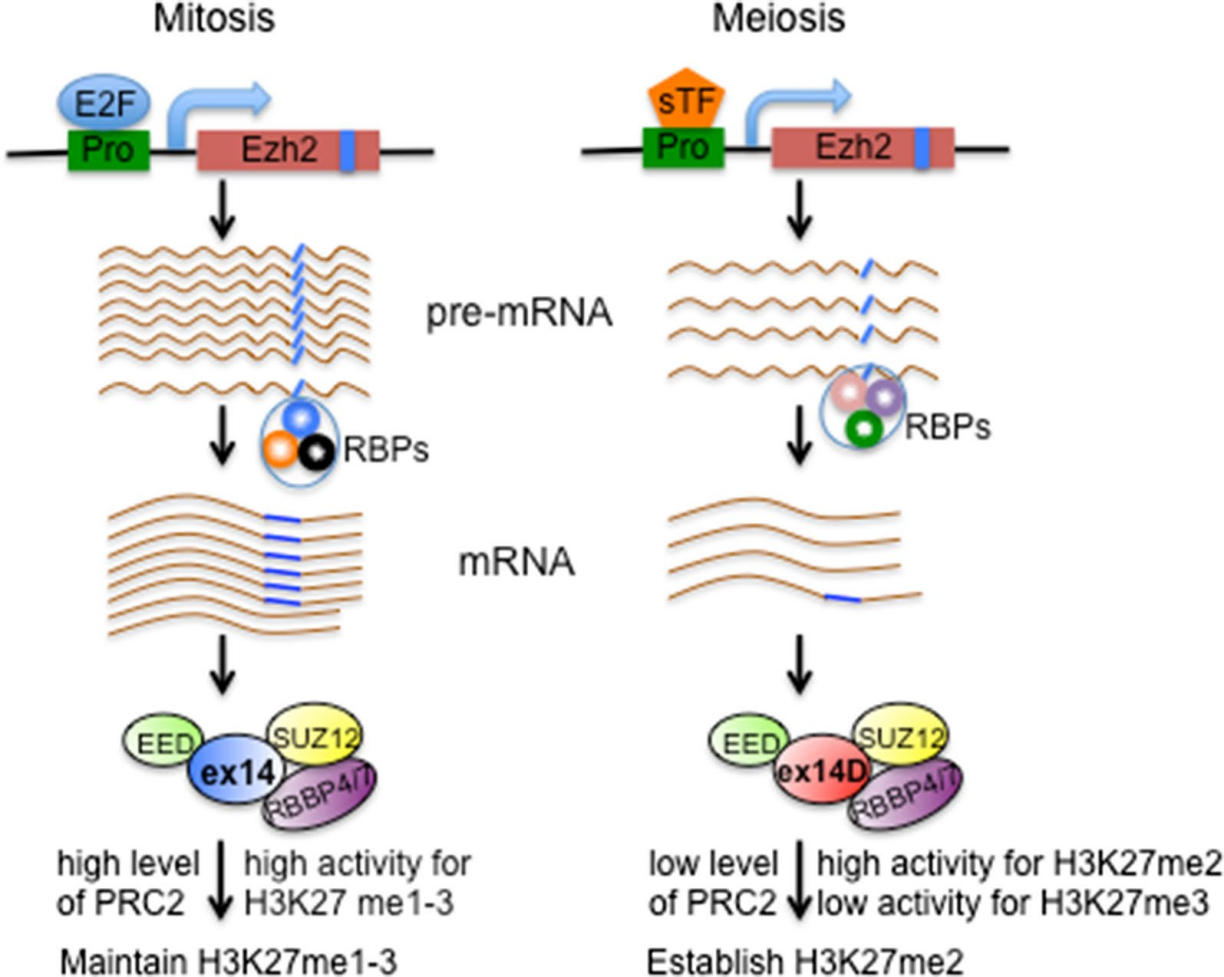
A model for *Ezh2* variant expression and regulation of PRC2 in histone methylation. *Ezh2* transcriptional levels are controlled by E2F and a cell-type-specific transcriptional factor (sTF) to fulfill the required histone methylation. The ratio of EZH2 variants is regulated through distinct combination of RNA binding proteins (RBPs), which determines the fidelity and efficiency for establishing and maintaining H3K27 methylation. The blue rectangles and lines indicate exon 14 of *Ezh2*

## Conclusions

We revealed that *Ezh2*’s expression was differentially regulated at transcriptional and post-transcriptional levels during mitosis and meiosis. EZH2 isoforms have different catalytic activity in mono-, di-, and trimethylation of H3K27. The incorporation of specific EZH2 variants into the PRC2 complex regulates the fidelity in the establishment and maintenance of these epigenetic marks across the genome.

## Materials and methods

### RT-PCR and qPCR

Total RNA was extracted from whole testis or isolated spermatocytes using TRIzol reagent (Invitrogen) followed by an RNA cleanup step and on-column DNA digestion using Direct-zol™ RNA MiniPrep Kit (Zymo Research) according to the manufacturers’ instructions. cDNA was synthesized using ProtoScript II Reverse Transcriptase (NEB). Real-time qPCR analysis was performed using SsoFast EvaGreen supermix (Bio-Rad) and CFX96 thermocycler (Bio-Rad) (Additional file 5: Table S1).

### ChIP-seq

The ChIP-seq was performed as described [46]. Five million mouse ES cells and 2.5 μg of H3K27me3 antibody (ab6002; Abcam) or 5 μl of EZH2 antibody (#5246, cell signaling) were used per IP. ChIP-seq libraries were prepared according to Illumina instructions and sequenced on Illumina’s Genome Analyzer IIx or HiSeq2000 instrument. Sequence reads were aligned to genomic sequence with Bowtie [47]. All mm10 genome annotations were obtained from the UCSC genome browser. HiddenDomains [48] and MACSv2 [49] identified ChIP-seq enrichment using 200 bp bins. 

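The domains are deposited as positions without a posterior probability, so every deposited domain was used. Nearly all of their boundaries are multiples of 1000 bp, and in 4 of the 8 ChIP libraries all of them are. In the EZH2 libraries 0 domains run past the end of a GRCm38 chromosome. H3K27me3 domains do so on 8 chromosomes in each library. On chromosome 7 of control replicate 1 the last domain ends at 152509000, whereas the chromosome has 145441459 bp in GRCm38. MACS2 peaks, deposited for H3K27me3 only, carry a fold enrichment and −log10 p and q given by the authors' peak caller. They number 12318 and 19978 in control and 14441 and 9465 in ex14D. Their median fold enrichment is 3.30 and 3.04 in control and 4.77 and 5.50 in ex14D, and the lowest −log10 q in a library is 0.333 to 0.422.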

Peak annotation was created by ChIPseeker [50] using only the peaks with posterior probabilities > 0.9. Reads at promoters, defined as a 1 kb window centered on the 5′ most TSS, were counted using htseq-count [51].

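In the H3K27me3 and input libraries, the count of a gene had little relation to its length (Spearman's rho across 13727 genes between 0.0681 and 0.176; genes are not independent replicates). In the 4 EZH2 libraries rho was 0.877 to 0.914, so those counts do not come from windows of a fixed size. The median was 15.2 EZH2 reads per kb of gene in a library. In the EZH2 counts, 10575 of the genes are listed at 0 in all 4 libraries. Of those, 9001 lie in 29 uninterrupted stretches of at least 20 such genes on 16 chromosomes, the longest of them 126 Mb on chromosome 10 with 1110 genes. Another 9 genes hold 28.2% of the EZH2 reads on genes. The highest is Mir684-1 on chromosome 2 (80628705 to 80628790), which is 86 bp long and has 698026 reads in control replicate 1.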

### Cell culture

Mouse embryonic fibroblasts (MEFs) were cultured as described previously [52]. Primary MEFs were synchronized by serum starvation (0.2% FBS) for 2 days and then released into cell cycle by supplement with 10% FBS. The cells were harvested at the time points indicated for RNA and protein extraction. HEK293 were cultured in the same medium as MEFs and transfected with FLAG- or HA-tagged PRC2 subunits using calcium phosphate. The cells were collected 48 h post-transfection for protein extraction. Mouse E14 ES cells were cultured in Glasgow Minimum Essential Medium supplemented with 15% fetal bovine serum, 1.0 mM l-glutamine, 0.1 mM minimal essential medium-nonessential amino acids, 0.1 mM β-mercaptoethanol, and leukemia inhibitory factor. The differentiation of ES cells with retinol acid treatment was performed as previously described [53].

### Protein extraction, histone extraction, immunoprecipitation, and Western blotting

Protein or histone was prepared from MEFs or ESCs for Western blot analysis as described [54]. For immunoprecipitation assay, 200 μg protein extract from HEK293T cells was incubated with anti-FLAG (F3165, Sigma) or anti-HA (A190-108A, Bethyl Labs) conjugated protein A/G agarose beads (sc-2003, Santa Cruz Biotechnology). FLAG- or HA-tagged full-length coding fragments of EZH1, EZH2, PHF1, PHF19, JARID2, and RBBP4 were amplified from their cDNAs and cloned into an expression vector bearing CAG promoter.

### Immunostaining on cryosections and mouse ES cells

The immunostaining on testis cryosections is as described [54]. Ezh2KO and EzhDKO ES cells were transfected with FLAG-tagged EZH variants using Xfect™ mESC Transfection Reagent (631320, Clontech) according to manufacturer’s instruction. The cells were trypsinized and resuspended in ES cell medium 48 h post-transfection. ES cells were fixed on slides by adding three volumes of 2% PFA (containing 0.1% Triton X-100 and 100 mM sucrose in 1 × PBS) at 4 °C for 30 min. The slides were air-dried and stored at 4 °C for immunofluorescence assays.

### Genome editing of *Ezh* variants by CRISPR-Cas9

sgRNAs targeting *Ezh1* and *Ezh2* were cloned into pX330-U6-Chimeric_BB-CBh-hSpCas9 (42230, Addgene) using Golden Gate assembly cloning strategy [55]. The modification of *Ezh* genes in ES cells followed the procedure as described [56]. Briefly, 5 × 10^4^ E14 ES cells were cultured on 60 mm dishes for 1 day and then transfected with plasmids expressing Cas9 and sgRNAs, along with a plasmid expressing PGK-PuroR (Addgene, Cat. No. 31937) using FuGENE HD reagent (Promega) according to the manufacturer’s instructions. The cells were treated with 2 μg/ml puromycin for 2 days and recovered in normal culture medium until ES cell colonies grew up. *Ezh1* targeted colonies were genotyped by PCR and verified by DNA sequencing. *Ezh2* targeted colonies were screened by Western blot analysis and confirmed by DNA sequencing.

## Additional files

**Additional file 1: Fig. S1.** Alternative splicing of exon 4 and exon 8 in *Ezh2* by RT-PCR analysis in testes at different ages, tissues, embryos, and cell lines.

**Additional file 2: Fig. S2.** Histone modifications, TF binding, and chromatin accessibility around the transcriptional start sites of *Ezh2*, *Eed*, and *Suz12*. (a) Histone modifications and chromatin accessibility around *Ezh2* transcriptional start sites. ChIP-seq and ATAC-seq assays were performed on spermatocytes isolated from 17-day old testes. (b) Enrichment of E2F1 at *Ezh2* promoter regions in Hela S3 cells. ChIP-seq data was retrieved from ENCODE. (c) Enrichment of H3K4me3, H3K27ac, and MYBL1 on *Eed* and *Suz12* in p17 spermatocytes by ChIP-seq analysis.

**Additional file 3: Fig. S3.** EZH variants in the restoration of H3K27 methylation in *Ezh2*KO ES cell lines. (a) Western blot analysis of H3K27 methylaiton levels in *Ezh* knockout ES cells. (b) Ectopic expression of EZH variants in *Ezh*DKO ES cells. The cells were harvested two days after transfection for Western blot analysis. (c, d) Immunofluorescence analysis of H3K27me2 and me3 in *Ezh2*KO ES cells that were transfected with FLAG-tagged EZH variants. Scale Bar: 20 μm.

**Additional file 4: Fig. S4.** EZH variants interact with other PRC2 subunits. (a) The interaction between EZH2 and EED or SUZ12 in ES cells and spermatocytes was examined by coimmunoprecipitation assays. (b, c) The interaction between EZH variants and PRC2’s accessory subunits was examined by coimmunoprecipitation assays. HEK293T cells were cotransfected with each of EZH variants and of accessory subunits and harvested for assays two days post-transfection. (d) Comparison of EZH2 protein levels between ES cells and spermatocytes by Western blot analysis. Nucleolin serves as a control.

**Additional file 5: Table S1.** Primer sequences for RT-PCR, quantitative real-time PCR, and ChIP-PCR.

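The ChIP-PCR primers of Table S1 amplify short pieces of genomic DNA from the immunoprecipitate, and the amount amplified is a measure of the mark at that place. Matched to GRCm38, each of the 11 primer pairs gave 1 product. The products lie on chromosome 6 from 52235198 to 52235258 in an intron of Hoxa10, on chromosome 2 from 74697604 to 74697714 just upstream of Hoxd9, on chromosome 13 from 38345562 to 38345672 just upstream of Bmp6, and on chromosome 4 from 139833306 to 139833416 in an exon of Pax7. Those of the genes described as marked around the TSS lie on chromosome 9 from 22051318 to 22051406 in an intron of Elavl3, on chromosome 13 from 51566962 to 51567085 in an exon of Shc3, and on chromosome 17 from 44735281 to 44735367 in an exon of Runx2, 79473 bp downstream of its 5′ most TSS. These 7 products fall inside an H3K27me3 peak in all 4 libraries. The peak around the Hoxa10 product is 1 continuous interval from 52146569 to 52278001 in control replicate 1. The Utf1 and Nphs1 products, used for marks gained in differentiation, fall in no peak of the undifferentiated cells. The Fgf4 promoter product (chromosome 7, 144861097 to 144861197) lies in a peak in control replicate 1 alone. The product named for the Fgf4 intron (144862847 to 144862942), which the annotation places in an exon, lies in a peak in control replicate 1 and ex14D replicate 1.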

# Supplementary material for: EZH2 variants differentially regulate polycomb repressive complex 2 in histone methylation and cell differentiation
**Source:** Epigenetics Chromatin. 2018 Dec 6;11:71. doi: 10.1186/s13072-018-0242-9
**Supplement:** Supplementary file 5 — Additional file 5: Table S1. Primer sequences for RT-PCR, quantitative real-time PCR, and ChIP-PCR.

**Table S1.** Primer sequences for RT-PCR, quantitative real time PCR, and ChIP-PCR

|  | Forward (5’ - 3’) | Reverse (5’ - 3’) |
| --- | --- | --- |
| **RT-PCR** |  |  |
| Ezh2ex3 | CCTTAAACCAAGAGTGGAAGCA | CAGGGTCTTTAACGGGATGA |
| Ezh2ex4 | AAGCAGCGGAGGATACAGC | CTGGATCATCTCCATCATCG |
| Ezh2ex8 | GCTCTTCTGTCGACGATGTTT | AGGCTTGTTGTCCAAAGCTG |
| Ezh2ex14 | CCTGTTCCCACTGAGGATGT | AGACGGTGCCAGCAGTAAGT |
| Ezh2-5’UTR | TGTCCATGGCTTTCCTGAGA | GAGGTCAGGGTCACACTCTC |
| Gapdh | ctggagaaacctgccaagta | tgttgctgtagccgtattca |
| actin | CGAGCGTGGCTACAGCTTCACC | CCGATCCACACAGAGTACTTGC |
| **qPCR** |  |  |
| Ezh2ex3 | ACTTCTGTGAGCTCATTGCG | GGGTCTTTAACGGGATGACTTG |
| Ezh2ex3T | GCACATCATGACTTCTTGTTCAG | CGACTGCATTCAGGGTCTTTA |
| Ezh2ex14 | CTATCAACCCTGTGACCATCC | TGACACTCTGAACTACATTGACA |
| Ezh2ex14D | GATACAACTGAAAAAGGGTCAAA | AGCCAGGTAGCATGGACACT |
| Ezh2 | CAGGATGAAGCAGACAGAAGAGGA | TCGGGTTGCATCCACCACAAA |
| Ezh1 | GTCTTCCACGGCACCTATTT | TGTTGGCAGCTTTAGGATAAGT |
| Eed | CCAAACCTTCTCCTGTCAGTAA | TCAGCACTCAGAACTTCATCTC |
| Suz12 | GGACAGGAGAAACCAACGATAA | AGCGTCTCCTTAACAGCAATAG |
| Rbbp4 | CTACACAAAGCACCCTTCTAAAC | GGATTCCAAGAAAGCCCATAAC |
| Rbbp7 | CTTTATGGGACCTGCGTAATCT | GTACCACTTGAGGCCAGAATAG |
| Brachyury | CATGCTGCAGTCCCATGATA | AGACTGGGATACTGGCTAGAG |
| Mixl1 | CATGACATCACTCACCTTTCTTTG | CTCGATGGAGATGGCTATAGTTAAT |
| Eomes | AAGAACGAGTGCCCGGTGCTATTA | AGCCCACTGTTAACTCAAGGTCCA |
| **ChIP-PCR** |  |  |
| Hoxa10 | CTGGCTCTTGAACCTGTACCCC | CAAGGGTGCTTCCAAATAGTC |
| Hoxd9 | GGATAATCGCCTAGGTGTGACTTAG | CATCTCTTCTTGCCTCTCTGGG |
| Pax7 | AGCAGAAAGAGGCGCTGAGAG | CTGAGCCCAGAGGTTGCG |
| Bmp6 | AGCCGCCTCTGAGGGTTC | GCCAGGTGTGTCCTAGGCAG |
| Elavl3 | CCTGGTTCGAGAGGCTTTG | ACAGCCTTCCAGTGAGGA |
| Shc3 | CATGAGTGCCACCAGGAAG | GTTACCCACCTTGACCACATAG |
| Runx2 | CACGACAACCGCACCAT | CACGGAGCACAGGAAGTT |
| Fgf4-Pro | GAAAGGTTCTGGCGGTTCA | CGCACTCGAACCTGTTGAT |
| Fgf4-Intr | GTATGTTCATGGCCCTCAGTAA | GTCACAGTCTAGGAAGGAAGTG |
| Utf1 | CTTGGGCGACATCTCAACA | AAACGGTTTGGTCGAAGGA |
| Nphs1 | CCAGGATGGTCAGGTTTGTT | GTGGCGAGTGTTGGAGAG |

How the deposited data were processed for this re-analysis (not part of the article)

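ChIP-seq with antibodies against H3K27me3 and EZH2 was analysed in control E14 and ex14D-Ezh2 mouse ES cells, with 2 libraries per antibody and genotype and 1 input library per genotype, 10 libraries in all. Libraries were grouped by the genotype and antibody given with the deposited samples. The labels use the name of a knockout for the mutant line and describe it as lacking exon 14, and these samples were taken as ex14D. ChIP-seq counts at Ezh2 cannot check the genotype.

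The authors aligned reads with Bowtie and counted them with htseq-count, and the deposited counts are whole reads per gene without normalization. The methods give the counting windows as 1 kb promoters. The EZH2 counts followed gene length and are described here as counts on genes. Reads on no gene made up 97.9% to 98.0% of counted reads in the inputs, 92.0% to 94.0% in the H3K27me3 libraries and 33.8% to 34.9% in the EZH2 libraries, and stayed out of library sizes except where stated. Of 24500 genes, 24008 were placed on GRCm38 with the RefSeq annotation. The authors called MACS2 broad peaks for H3K27me3 in each library, and the deposited score, fold enrichment, −log10 p and −log10 q of a peak are those of the peak caller. The peak score was not used. Which control MACS2 was given is not named in the paper's text. The positions of hiddenDomains domains were deposited by the authors without a posterior probability, so the cutoff of 0.9 named in the methods was not applied here.

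Counts were compared between genotypes with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjustment, threshold 0.05), separately for each antibody. Standard errors are the log2 fold change divided by the square root of F and are approximate. Sets of genes were tested with fry in limma 3.58.1. DESeq2 1.42.0 was an alternative. H3K27me3 target promoters had log2((CPM + 1)/(input CPM + 1)) of at least 1 in both control libraries. Because EZH2 was counted over genes and the inputs over promoters, EZH2 enrichment over input was not computed, and EZH2 targets were genes with a domain over the promoter window of 1000 bp in both control libraries. This definition, the use of MACS2 peaks for H3K27me3 genes and the use of all deposited domains depart from the design fixed before the data were examined. They were chosen after several ways of assigning intervals to genes had been looked at. A control domain was kept when an ex14D domain overlapped it by at least 1 bp. Shares carry exact 95% binomial intervals, which cover counting error only.

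The genes named were those the paper names for its ES cell ChIP-PCR, mesoderm markers and PRC2 and related factors and, for each antibody, the 3 largest falls and 3 largest rises among genes past the threshold with an average log2 CPM of at least 3 and 1 direction in all 4 pairs of libraries. Mir684-1 was named after its values were seen. The edgeR procedure was tested on simulated data, with 2- and 4-fold changes drawn at random in either direction. Changes mostly in 1 direction, or as small as the EZH2 median of -0.22 at target genes, were not simulated. With 200 changed genes among 13334 for EZH2, 99.0% of 2-fold changes were recovered and 7.01% of calls were false. With 193 changed genes among 13585 for H3K27me3, 32.7% of 2-fold and 89.5% of 4-fold changes were recovered and 4.88% of calls were false. Lower depth and a larger dispersion (0.0242 for H3K27me3 and 0.00304 for EZH2) were not separated as reasons for the lower recovery. Alternatives covered the scaling of libraries, the test, the filter on low counts, the definition of targets, the overlap of intervals and each library left out in turn. Leaving out a library leaves 1 in a group, so those settings give values without a test. Calculations outside R used Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and pysam 0.24.0.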

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

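The tests of library scaling and immunoprecipitation efficiency were chosen after the result was seen, and those of depth and swapped labels before.

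H3K27me3 counts were higher in ex14D at 871 promoters, a read-level difference that the paper does not report. The share of promoters that rose grew with the level of the mark in control. Of the 401 tested promoters at 8-fold or more over input in both control libraries, 283 were higher and 1 was lower. After all libraries were thinned to the smallest, the median log2 fold change of such promoters was 0.96, which argues against depth as the cause. A factor per library moves all promoters alike, so scaling does not account for a larger change at strongly marked promoters than over all promoters. The difference of the medians was 0.84 or more over the scalings and the settings with 1 library left out. Scaling stays open for the level itself. The lowest median of the strongly marked promoters over 5 scalings was 0.55, but no scaling rests on an outside standard and the total amount of the mark cannot be read from these counts. The paper's Western blots show less H3K27me3 in ex14D cells, and relative counts could rise at strong promoters while the total falls. A more efficient immunoprecipitation in ex14D could raise marked promoters over background. With unmarked promoters centred on 0, 103 target promoters were still lower, which such a gain alone would not give, but efficiency mixed with real losses cannot be told apart from a real gain with 2 libraries per genotype. Swapped H3K27me3 labels also stay open. Across 19 autosomes, the ex14D to control ratios of background reads in the inputs and in the H3K27me3 libraries had a correlation of 0.25, too weak to decide. A redistribution of the mark in ex14D cells was not tested apart from these explanations.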

How the results depend on the processing

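All alternatives for H3K27me3 genes from MACS2 peaks, the kept promoters with all counted reads, EZH2 targets by nearest TSS, the EZH2 domains without chromosome Y and the domains of 1 replicate number alone were chosen after the data were seen, and the others before the data were examined. Unless a reason is given, the cause was not tested.

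EZH2 genes with lower counts numbered between 736 and 1291 over the tests, scalings and filters, and 1692 at an unadjusted p under 0.05. Those with higher counts numbered 47 with library size only, 33 with all counted reads as library size, 41 with the exact test, 1 when centred on unmarked promoters, 0 with DESeq2 (7 at an unadjusted p under 0.05) and 452 at an unadjusted p. H3K27me3 promoters went from 475 lower and 871 higher to 2176 lower and 398 higher with library size only, which moved the median of all promoters to -0.47. With all counted reads the split was 581 lower and 618 higher, with a median of -0.16, and when centred on unmarked promoters it was 373 and 1074. DESeq2 gave 263 lower and 670 higher, with 17843 promoters given no adjusted p. At an unadjusted p they were 1456 and 1605.

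The median EZH2 change at target genes kept its sign under every alternative run, and lay between -0.27 and -0.18 with 1 library left out. The H3K27me3 median at target promoters was reversed to -0.12 with library size only. It was 0.20 with all counted reads, no longer past the threshold, and 0.22 with DESeq2 size factors. With 1 library left out it was 0.26 to 0.40. With targets taken from the EZH2 libraries, which share no library with the change, it was 0.16.

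With the replicate number as a replicate block, the EZH2 median at targets was -0.22 and no longer past the threshold of fry, and 3 EZH2 genes were higher. In the counts, deviations of same-numbered libraries had correlations of -0.0317 for EZH2 and -0.102 for H3K27me3 across genes, so for the counts the libraries share only a number. The domain calls differed between the numbers in both genotypes. EZH2 domains on chromosome Y numbered 2170 and 1499 in the replicate 1 libraries and 658 and 657 in the replicate 2 libraries. Over all chromosomes, the median length of an EZH2 domain was 2 kb in the replicate 1 libraries and 3 kb in the replicate 2 libraries. With replicate 1 of each genotype alone, 68.8% of EZH2 genes, 55.3% of EZH2 domains and 81.2% of H3K27me3 domains were kept. With replicate 2 alone these were 49.8%, 47.0% and 71.0%.

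Kept H3K27me3 promoters were 74.0% at 4-fold over input, 76.2% with the control input for both genotypes, 65.6% in either library, 83.2% with all counted reads, and 61.5% to 78.2% with 1 library left out. Kept EZH2 genes were 56.7% in either library and 44.9% to 70.0% with 1 library left out. Kept H3K27me3 genes were 83.6% by promoter overlap, 82.0% within 3000 bp of the TSS, 76.6% in either library, 70.0% for peaks with q under 0.001 (1078 genes lost and 2132 in ex14D only), 80.9% with promoter overlap and either library together, and 61.9% without control replicate 1 to 90.0% without ex14D replicate 2. Kept H3K27me3 domains were 78.9% at an overlap of 50%, 73.0% in either library, 67.1% with MACS2 peaks, 56.1% with peaks of q under 0.001, and 54.6% to 91.0% with 1 library left out. Kept EZH2 domains were 48.7% at an overlap of 50%, 49.4% in either library, 57.7% without chromosome Y, and 40.2% to 64.9% with 1 library left out.

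Among 239 alternatives for 31 results of named genes, 185 left the result as it was, 14 were weaker, 3 stronger, 35 moved and 2 reversed. Reversed were EZH2 at Shc3 with library size only (0.00499 on the log2 scale, 0.00 when rounded) and H3K27me3 at Mixl1 without ex14D replicate 2 (0.0167 on the log2 scale), neither of them past the threshold before. Not run were the posterior cutoffs, EZH2 enrichment over input with its alternatives, EZH2 targets at 4-fold or with another pseudocount, and H3K27me3 genes from hiddenDomains domains.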

Differences from the paper's values

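The text describes Fig. 4e as H3K27me3 on target genes and its legend as EZH2 binding, so both were set beside it. MACS2 peaks for H3K27me3 genes were chosen after the data were seen.

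The paper has about 190 genes in ex14D only in Fig. 4e, read by eye. For H3K27me3, 763 genes had a peak in both ex14D libraries but not in both control libraries. With 1 library left out the number ran from 146 without control replicate 1, which is within 1.5 times the paper's value, to 1925 without ex14D replicate 2. With promoter overlap and either library together it was 274, with 5803 control genes against the paper's 5811, but that setting was chosen after seeing the values. The other alternatives did not close the gap.

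For EZH2, 2694 control genes were kept in ex14D against the paper's 4440. In either library the number was 3526 and without ex14D replicate 2 it was 3116, both within 1.5 times the paper's value, while the other alternatives set before the data were examined did not close the gap. EZH2 genes in both ex14D libraries but not in both control libraries numbered 81, against the paper's about 190 in Fig. 4e, read by eye. In either library there were 129 and without ex14D replicate 2 there were 156, while the settings that left out another library gave 32 to 295. The other alternatives set before the data were examined did not close the gap. With replicate 1 of each genotype alone, 3183 control genes were kept and 89 genes were in ex14D only, and with replicate 2 alone these were 3011 and 147. Those settings were chosen after seeing the values, and the 3183, 3011 and 147 are within 1.5 times the paper's values.

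The paper describes both categories of ChIP-PCR genes as less methylated in ex14D (Fig. 4f). In the relative ChIP-seq promoter counts, 5 of the 7 genes were higher in ex14D, 1 (Elavl3) was lower, and Runx2 was not past the threshold. The paper's text does not state how ChIP-PCR was scaled, whereas these counts are relative to the other reads of a library. The products of Hoxa10, Elavl3, Shc3 and Runx2 lie outside the promoter windows.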

Other observations

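The tests of the stretches of genes at 0 were chosen after the result was seen, and those of gene length and chromosome number before.

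In the EZH2 counts, the stretches of genes listed at 0 cover 994 Mb. EZH2 domains were called there as often per Mb as elsewhere, with a lowest ratio of 1.02 over the 4 libraries, which argues against missing reads. Overlapping counting intervals may set reads aside as ambiguous. The 30519065 ambiguous reads are 1.2495 times what the genes of the stretches would take at the median density, and the test also asked for stretches that end at copies of a gene with too many reads. Of the 9 genes with far more reads than their length allows, 6 lie directly beside a stretch, against 0.299% of the genes with EZH2 reads, and they border 7 of the 29 stretches. Of the same 9 genes, 2 (Mir692-2 and Mir692-3) have another exact copy, which lies on another chromosome, and 7 have none, which argues against intervals joined across exact copies. Near-identical copies were not searched. Overlapping intervals stay open, since most stretches have no such gene beside them and the counting intervals themselves were not analysed here, and no biological explanation was tested. Of the EZH2 target genes, those at 0 have no EZH2 comparison.

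A candidate explanation for the small median EZH2 change is dilution by reads of the gene body. Across 2297 target genes, Spearman's rho of gene length and EZH2 log2 fold change was 0.734, and for H3K27me3, counted in windows of 1 size, it was -0.153 over 2206 genes. Genes are not independent replicates. The median EZH2 log2 fold change was -0.85 in the shortest of 4 groups of target genes by length (median length 4678 bp) and -0.02 in the longest (203523 bp). A difference in binding between short and long genes was not tested separately.

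Input counts per chromosome gave no sign of a difference in chromosome number between the cell lines. The largest departure of an autosome or X from an ex14D to control ratio of 1 was 1.03-fold, below the departure fixed before the test.

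Across 1405 promoters enriched for both marks in control, the log2 fold changes of EZH2 and H3K27me3 had a Pearson r of -0.19, with an SD of 0.0672 over 4 pairs of libraries. The EZH2 values are from counts over genes and those of H3K27me3 from promoter windows. Across EZH2 target genes the changes followed gene length in opposite directions (Spearman's rho 0.734 for EZH2 and -0.153 for H3K27me3). The r was not adjusted for length, so it cannot separate a relation between the marks from one with length. Of 331 promoters called for both, 288 had lower EZH2 and higher H3K27me3 and 43 were lower for both. EZH2 calls were nearly all lower (1056 against 7), so this split follows the direction of the H3K27me3 calls. Those were also mostly higher at promoters enriched in control (759 higher, 125 lower). The split is therefore no evidence that the marks move in opposite directions at the same promoters. At Hoxa10, the EZH2 log2 fold change was -0.47, but -0.70 without ex14D replicate 1 and -0.29 without ex14D replicate 2, and it was past the threshold with edgeR's quasi-likelihood test but not with DESeq2. H3K27me3 at Hoxa10 rose by 1.62 on the log2 scale. At Eomes the log2 fold changes were -0.96 for EZH2 and 1.09 for H3K27me3, and at Mixl1 they were -1.31 and -0.07, the last not past the threshold. The H3K27me3 rises are relative to the other reads of a library.

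Of a list of 28 genes fixed before the data were examined, 22 were tested for EZH2, of which 10 passed when adjusted over the list alone and 8 over all genes tested, all 8 lower. For H3K27me3, 16 were tested, and 10 passed when adjusted over the list alone and 8 over all genes, 1 lower and 7 higher.

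The largest H3K27me3 fall by the rule for named genes, at Sap30l, rests on 11 and 10 reads in control and 2 and 1 in ex14D. Rfx2, the third largest, had 59 and 62 reads in control and 13 and 11 in ex14D. The largest rise, at Snhg15, rests on 0 and 2 reads in control and 14 and 13 in ex14D.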
